# RNA-seq analysis of broiler liver transcriptome reveals novel responses to high ambient temperature

**DOI:** 10.1186/1471-2164-15-1084

**Published:** 2014-12-10

**Authors:** Derrick J Coble, Damarius Fleming, Michael E Persia, Chris M Ashwell, Max F Rothschild, Carl J Schmidt, Susan J Lamont

## Abstract

**Background:**

In broilers, high ambient temperature can result in reduced feed consumption, digestive inefficiency, impaired metabolism, and even death. The broiler sector of the U.S. poultry industry incurs approximately $52 million in heat-related losses annually. The objective of this study is to characterize the effects of cyclic high ambient temperature on the transcriptome of a metabolically active organ, the liver. This study provides novel insight into the effects of high ambient temperature on metabolism in broilers, because it is the first reported RNA-seq study to characterize the effect of heat on the transcriptome of a metabolic-related tissue. This information provides a platform for future investigations to further elucidate physiologic responses to high ambient temperature and seek methods to ameliorate the negative impacts of heat.

**Results:**

Transcriptome sequencing of the livers of 8 broiler males using Illumina HiSeq 2000 technology resulted in 138 million, 100-base pair single end reads, yielding a total of 13.8 gigabases of sequence. Forty genes were differentially expressed at a significance level of *P*-value < 0.05 and a fold-change ≥ 2 in response to a week of cyclic high ambient temperature with 27 down-regulated and 13 up-regulated genes. Two gene networks were created from the function-based Ingenuity Pathway Analysis (IPA) of the differentially expressed genes: “Cell Signaling” and “Endocrine System Development and Function”. The gene expression differences in the liver transcriptome of the heat-exposed broilers reflected physiological responses to decrease internal temperature, reduce hyperthermia-induced apoptosis, and promote tissue repair. Additionally, the differential gene expression revealed a physiological response to regulate the perturbed cellular calcium levels that can result from high ambient temperature exposure.

**Conclusions:**

Exposure to cyclic high ambient temperature results in changes at the metabolic, physiologic, and cellular level that can be characterized through RNA-seq analysis of the liver transcriptome of broilers. The findings highlight specific physiologic mechanisms by which broilers reduce the effects of exposure to high ambient temperature. This information provides a foundation for future investigations into the gene networks involved in the broiler stress response and for development of strategies to ameliorate the negative impacts of heat on animal production and welfare.

## Background

Heat-related stress is a key concern for the poultry industry, especially with climate change and the expansion of poultry production into regions of the world that experience extreme temperatures [1]. Heat-related stress occurs when a negative balance exists between the net energy released by a chicken into the environment, and the amount of heat energy produced [2]. This negative balance results in reduced feed consumption, digestion inefficiency, impaired metabolism, and death in broiler chickens [3–5]. St. Pierre et al. [6] estimated the annual heat-related economic loss incurred by broiler, layer, and turkey producers in the U.S. to be approximately $125-165 million [6]. The annual heat-related losses incurred in the broiler sector alone were estimated at $51.8 million [6]. In the past few decades, genetic selection for broiler performance has resulted in remarkable improvements in growth rates [7, 8]. The deleterious effects of high ambient temperature on growth rate are greater in broilers with higher growth rates than those with lower growth rates [9]. Thus, understanding the genetic basis of the physiologic response to heat is critical for improved production efficiency and welfare of poultry.

Few experiments reported to date have investigated the effects of heat on the transcriptome of chicken tissues [10, 11]. Li et al. [10] investigated the transcriptome of broiler breast tissue in response to cyclic high ambient temperature (6-hour daily cycles of 33°C, day 28 to 49 post-hatch) [10]. Of the 110 genes that were differentially expressed in response to high ambient temperature, four (*PM20/PM21*, *ASB2*, *USP45*, and *TFG*) were novel heat-related stress genes. Gene ontology analysis suggested involvement of the mitogen-associated protein kinase (MAPK), ubiquitin-proteasome, and nuclear factor kappa-light-chain-enhancer of activated B cells (*NFKB*) pathways in the response of broilers to high ambient temperature. Exposing L2 Taiwanese roosters to high ambient temperature (4-hour heat stress at 38°C) resulted in the up-regulation of 169 genes and the down-regulation of 140 genes in testis tissue [11]. These genes were primarily involved in response to stress, transport, signal transduction, and metabolism.

The objective of the current study is to characterize the effects of cyclic high ambient temperature on the transcriptome of a highly metabolically active organ in broiler chicks, the liver. This is the first reported study to use RNA-seq to characterize the transcriptome of metabolic-related tissue in broilers exposed to high ambient temperature, thus providing novel insight into the effects of heat on metabolism in broilers. This information provides a platform for future investigations into the gene networks relevant to the production of commercial broilers resilient to the negative impacts of heat.

## Results

### Sequencing the transcriptome, aligning and mapping reads to the genome

Approximately 138 million, 100 base pair single-end reads were generated using Illumina HiSeq 2000 technology to sequence the cDNA libraries. This yielded 13.8 gigabases of total sequence and provided on average 17,249,597 reads per sample. 

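Liver RNA of 4 heat-treated and 4 control broilers was sequenced, with 1 library per bird. Heat-treated birds received daily 7-hour cycles of 35°C between day 22 and day 28 of age, and control birds stayed at 25°C. For each library the authors deposited the number of uniquely mapped reads they counted on the exons of each gene with HTSeq, as raw counts without normalization, together with the number of reads in each special category. The counts of the control libraries summed to 4406769, 3783553, 6041643 and 6189237 reads on genes for replicates 1 to 4, with a median of 5224206. Those of the heat-treated libraries summed to 4877262, 4491701, 3607895 and 4288088, with a median of 4389895. The paper's mean of uniquely mapped reads per library is 11695581, and the values given here use the reads in the files. No pair of libraries within a group held identical values, and the counts of each pair differed by more than sampling noise, with a chi-square per degree of freedom between 20.5 and 48.0. Of the 15211 genes listed, 9141 had 0 reads in all 8 libraries. Among these were 32 of the 62 ribosomal protein genes, which every cell uses, so a gene without reads is described only as listed at 0. Genes with a mean count of at least 1 over the 8 libraries and a count above 0 in at least 2 of them were tested, which kept 5474 genes. The counts were normalized with edgeR's TMM method and tested with edgeR's quasi-likelihood test, without a term for the sib pairs. A gene was counted as differentially expressed at the paper's thresholds, an unadjusted P-value under 0.05 and a fold-change of at least 2. Fold-changes carry edgeR's default prior count, which sets the size of the change where 1 group has no reads at all. Beside the model, an exact two-sided permutation test compared the log2 CPM (counts scaled to a common library size, prior count 2) of the 2 groups over the 70 arrangements of 4 birds against 4, for which the smallest possible p is 0.0286.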

Using the Genomic Short-Read Nucleotide Alignment Program (GSNAP) [12], 83% or more of the reads from each sample mapped back to the reference genome after alignment. Full length (100 bp), single-end reads were used for this analysis to preserve as much sequence information as possible.

### Counting mapped reads

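Summed over genes and special categories, the files held 6026505 ± 1136481 reads per library (SD, n = 8), between 4692002 in heat-treated replicate 3 and 7788361 in control replicate 4. Reads assigned to a gene made up 4710769 ± 954683 of these. The control libraries had 5105301 ± 1195355 reads on genes (SD, n = 4) and the heat-treated libraries 4316237 ± 531688 (SD, n = 4), a difference within the spread between birds (exact permutation test, two-sided, p = 0.286, adjusted p = 0.480 over the 7 library measures compared). With each library left out in turn, the mean number of reads in the files stayed between 5774812 and 6217149. At these depths, the smallest share that 3 counts can show ranged from 0.485 CPM in the deepest library to 0.832 in the shallowest.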

On average, each sample had a total of 11,695,581 uniquely mapped reads. 

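Reads that overlapped no annotated exon numbered 1251193 ± 279664 per library (SD, n = 8) in the files. They made up 20.8 ± 3.34% of the reads in a library. The share was 19.4 ± 0.927% in control birds and 22.2 ± 4.46% in heat-treated birds (SD, n = 4 each), and the groups did not differ beyond the spread between birds (exact permutation test, two-sided, p = 0.257). Heat-treated replicate 4 had the highest share, 28.6%, and the other 7 libraries lay between 18.4% and 22.0%.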

Of these reads, 2,375,095 were classified as “no feature”, meaning that the reads could not be assigned to any feature in the genome. Additionally, 332,309 reads per sample were classified as ambiguous, meaning that the reads were assigned to multiple genomic features.

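In the files, the ambiguous category held 64544 ± 11240 reads per library (SD, n = 8), or 1.08 ± 0.102% of the reads. It ranged from 50728 reads in heat-treated replicate 3 to 78169 in heat-treated replicate 1. The shares of the 2 groups, 1.05 ± 0.078% in control and 1.10 ± 0.127% in heat-treated birds (SD, n = 4 each), could not be told apart (exact permutation test, two-sided, p = 0.657). The categories for reads of low quality, unaligned reads and reads with several alignments were 0 in every file.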

### Testing for differential expression and pathway analysis

Forty genes were differentially expressed at a significance level of *P*-value < 0.05 and a fold-change ≥ 2 in response to cyclic high ambient temperature. 

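Among the 5474 genes tested, 93 passed both thresholds in the comparison of the 4 heat-treated with the 4 control birds. An unadjusted P-value under 0.05 was reached by 353 genes, against 273.7 that the threshold alone would give if no gene differed. After Benjamini-Hochberg adjustment, 0 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p was 0.0674. With the replicate number as a block, 72 genes passed both thresholds, 386 had an unadjusted P-value under 0.05, and 2 had an adjusted p under 0.05. Of the 93 genes, 58 also passed with the block. With edgeR's default filter, 4590 genes were tested and 55 passed both thresholds. The genes that passed had few reads, with a median mean count of 18.4 against 120 for all genes tested.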

Of these 40 genes, 27 were down-regulated and 13 up-regulated. 

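Of the 93 genes past both thresholds, 61 were down-regulated and 32 up-regulated in heat-treated birds, and 59 changed in the same direction in all 4 same-numbered pairs of birds. With the replicate number as a block, the numbers were 43 down and 29 up. Among the 59 genes, the 10 with the smallest unadjusted P-values were SLC5A3, CHST4, SMYD1, SLC19A2, CDHR3, OTOP3, TSKU, PLEKHF1, LOC416086 and ALAS1, of which 6 rose and 4 fell. SLC5A3 rose from 43.5 ± 8.88 to 96.0 ± 13.7 CPM (SD, n = 4 each), a log2 fold-change of 1.14 (standard error 0.167, adjusted p = 0.0674 from edgeR's quasi-likelihood test). CHST4 rose from 15.1 ± 2.90 to 38.9 ± 9.55 CPM, a log2 fold-change of 1.37 (standard error 0.211, adjusted p = 0.0708). The largest fall among the 10 was that of OTOP3, from 3.67 ± 1.62 to 0.592 ± 0.287 CPM, a log2 fold-change of -2.59 (standard error 0.525, adjusted p = 0.231). SMYD1, SLC19A2 and PLEKHF1 fell, with log2 fold-changes of -1.38, -1.56 and -1.28. CDHR3, TSKU, LOC416086 and ALAS1 rose, with log2 fold-changes of 1.08, 1.30, 1.21 and 1.52. For each of the 10 genes, all heat-treated birds lay on one side of all control birds. These genes were chosen for their small P-values.

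**Figure D1:**
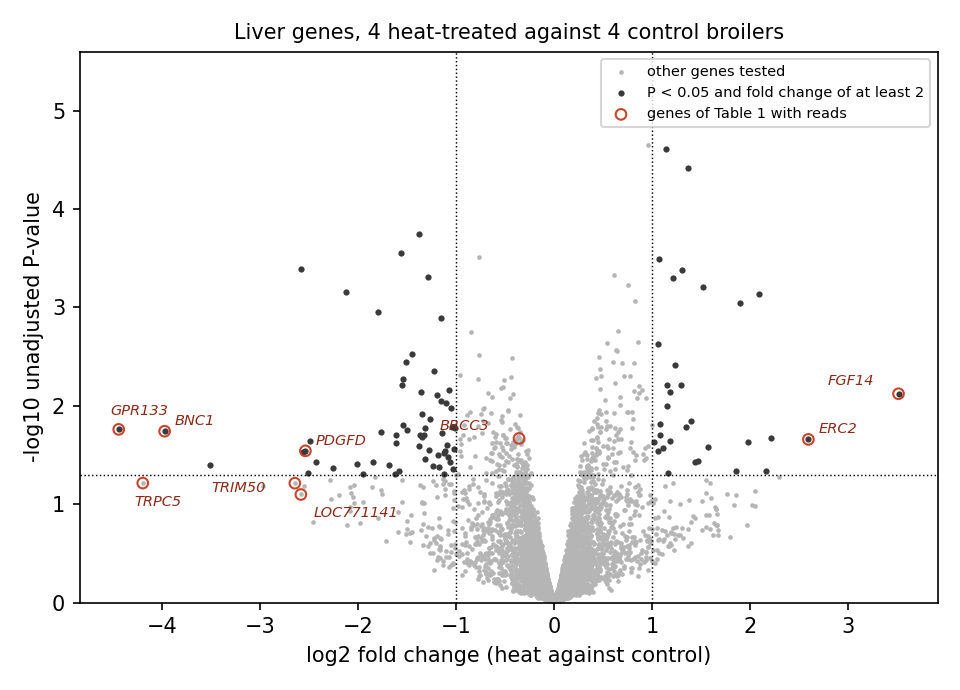
Unadjusted P-value (-log10, vertical axis) against log2 fold-change of heat-treated over control birds (horizontal axis) for the 5474 genes tested. Black points are the 93 genes past both thresholds, dotted lines mark the thresholds, and red circles mark the 9 genes of Table 1 with reads, from GPR133 at -4.45 to FGF14 at 3.52.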

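Among the genes past both thresholds, fold-changes in the files ran from -21.8 for GPR133 to 11.4 for FGF14, with the negative sign marking a decrease in heat-treated birds. Both ends belong to genes with few reads. GPR133 had 12 reads in the 4 control birds together and 0 in the heat-treated birds, and FGF14 had 1 read in the control birds and 14 in the heat-treated birds. A log2 fold-change beyond 2 in either direction was seen in 17 of the 93 genes. Of the 40 entries of Table 1, 34 print a name that identifies 1 gene. Of these, 9 had reads in the files, 22 were listed at 0 in all 8 libraries, and 3 (AKR1C3, S100A1 and S100A4) are not listed under that name. The 6 other entries print a LOC name that several genes share at its start. Of 312 such genes tested, 8 passed both thresholds, 6 down-regulated and 2 up-regulated. With the replicate number as a block, LOC100857319, LOC100858148, LOC100858355, LOC100859474 and LOC100859625 lost the P-value threshold. Their unadjusted P-values from edgeR's quasi-likelihood test then lay between 0.0601 and 0.0934. LOC100858950 rose, although Table 1 prints a decrease for each entry LOC100858. All 9 genes with reads changed in the direction that Table 1 gives, and 5 of them passed both thresholds (4 with the replicate number as a block). Table 1 was drawn from the same birds, so this match in direction is not independent evidence. LOC771141 did not pass, with 11 reads in control and 1 in heat-treated birds, a log2 fold-change of -2.59 (standard error 1.34, adjusted p = 0.780).

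**Figure D2:**
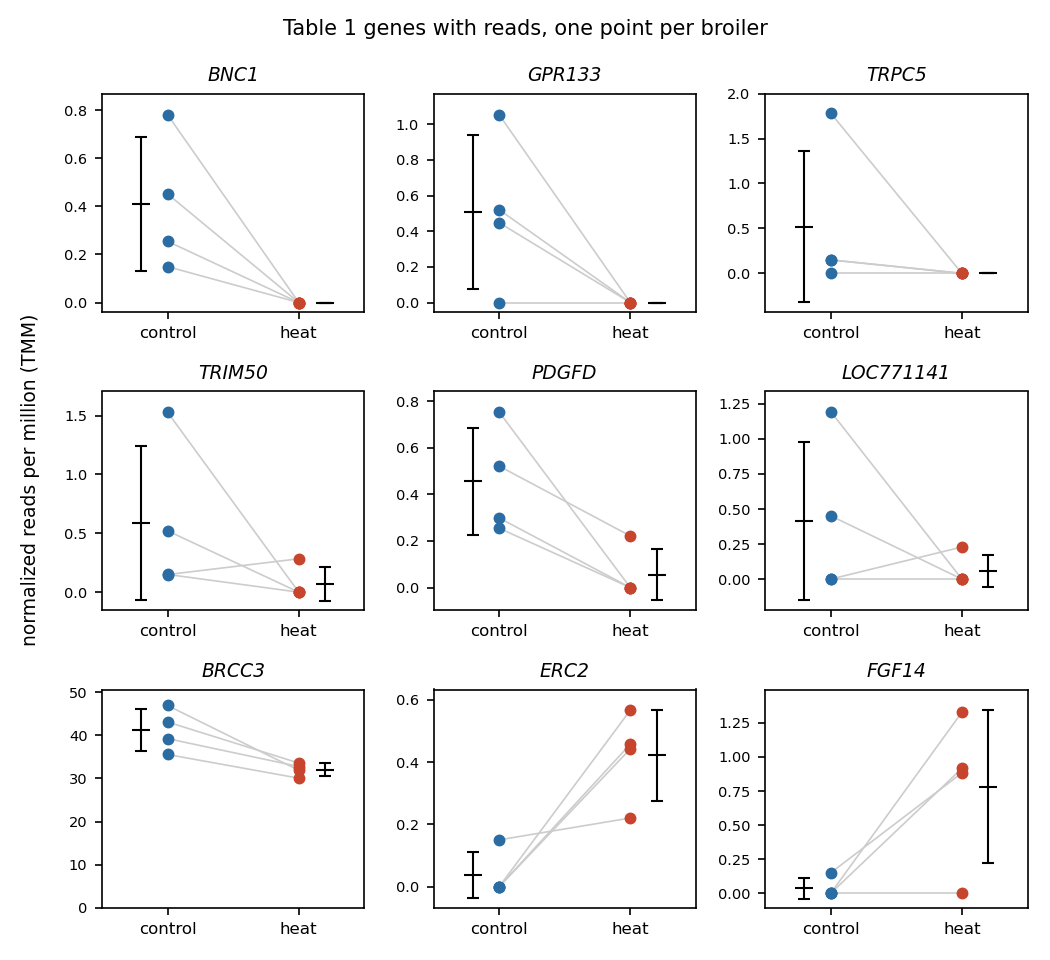
Normalized CPM (vertical axis) of the 9 genes of Table 1 with reads in the files, in control and heat-treated birds, with 1 point per bird and grey lines joining birds with the same replicate number. Black bars are the mean and SD of 4 birds, and genes other than BRCC3 stay at or below the 1.78 CPM of TRPC5 in control replicate 1.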

The fold-changes induced by high ambient temperature ranged from -12.5 to 20.0 (Table 1). Two gene networks were created from the Ingenuity Pathway Analysis (IPA) of these genes: “Cell Signaling” and “Endocrine System Development and Function”.

**Table 1:** **Significance levels of differentially expressed hepatic genes in response to high ambient temperature**

Gene	***P***-value	Fold change	Q-value
RFX6	0.01	-12	0.6
LOC100857	0.007	-11	0.6
SPSB4	0.001	-11	0.3
GPR133	0.0005	-11	0.2
TRPC5	0.02	-11	0.7
LOC427426	0.02	-11	0.7
BNC1	0.004	-11	0.5
LOC423425	0.02	-10	0.7
ANGPTL4	0.0006	-3	0.2
LOC100859	0.03	-2	0.7
LOC420770	0.04	-2	0.7
LOC100858	0.01	-2	0.7
KRT14	0.009	-2	0.6
FMOD	0.001	-2	0.3
LOC419500	0.004	-2	0.5
LOC100858	0.01	-2	0.7
SCN3B	0.03	-2	0.7
S100A4	0.005	-2	0.5
LOC100858	0.04	-2	0.7
TRIM50	0.05	-2	0.7
BRCC3	0.02	-2	0.7
LOC771141	0.08	-2	0.7
PDGFD	0.03	-2	0.7
AKR1C3	0.05	-2	0.7
SPON1	0.03	-2	0.7
DIO2	0.006	-2	0.5
NID1	0.01	2	0.6
HFM1	0.01	2	0.6
BDKRB1	0.04	2	0.7
CCK	0.04	2	0.7
MYRIP	0.007	2	0.5
ORMDL3	0.05	2	0.7
RNF220	0.03	2	0.7
LIMS2	0.02	2	0.7
ERC2	0.02	2	0.7
S100A1	0.005	2	0.5
FGF14	0.008	2	0.5
DIO3	0.00009	3	0.1
LOC395159	0.001	5	0.3
LOC100857	0.0008	20	0.3

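Among the genes of the paper's Cell Signaling network, BRCC3, ERC2, FGF14, GPR133 and TRIM50 had reads in the files. FMOD, LIMS2, NID1, ORMDL3, RFX6, RNF220, SCN3B, SPON1 and SPSB4 were listed at 0 in all 8 libraries and could not be tested. BRCC3 was the one with a deep count, between 106 and 286 reads per library. It had 41.2 ± 4.89 CPM in control birds and 32.1 ± 1.51 in heat-treated birds (SD, n = 4 each), a log2 fold-change of -0.36 (standard error 0.134, adjusted p = 0.700 from edgeR's quasi-likelihood test). Each heat-treated bird had fewer BRCC3 CPM than each control bird (exact permutation test, two-sided, p = 0.0286, the smallest possible, adjusted p = 0.0644 over the 9 genes of Table 1 with reads and 0.0429 over the 6 of them that the test can resolve), and the fall was smaller than the fold-change threshold of 2. With the replicate number as a block, the log2 fold-change was -0.36 (standard error 0.140).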

The differentially expressed gene products in the “Cell Signaling” network included *BRCA1/BRCA2*-containing complex, subunit 3 (*BRCC3*), *ELKS*/*RAB6*-interacting/CAST family member 2 (*ERC2*) isoform X1, fibroblast growth factor 14 (*FGF14*), *FMOD* (fibromodulin), G protein-coupled receptor 133 (*GPR133*), *LIM* and senescent cell antigen-like domains 2 (*LIMS2* ) isoform X2, nidogen-1 (*NID1*), *ORM1*-like 3 (*Saccharomyces cerevisiae*) (*ORMDL3*), regulatory factor x-box binding family transcription factor member 6 (*RFX6* ) isoform X2, ring finger protein 220 (*RNF220*), sodium channel, voltage-gated, type III, beta subunit (*SCN3B*), spondin 1, extracellular matrix protein (*SPON1*), splA/ryanodine receptor domain and SOCS box containing 4 (*SPSB4*) isoform X3, and tripartite motif containing 50 (*TRIM50*) (Figure 1).

**Figure 1:**
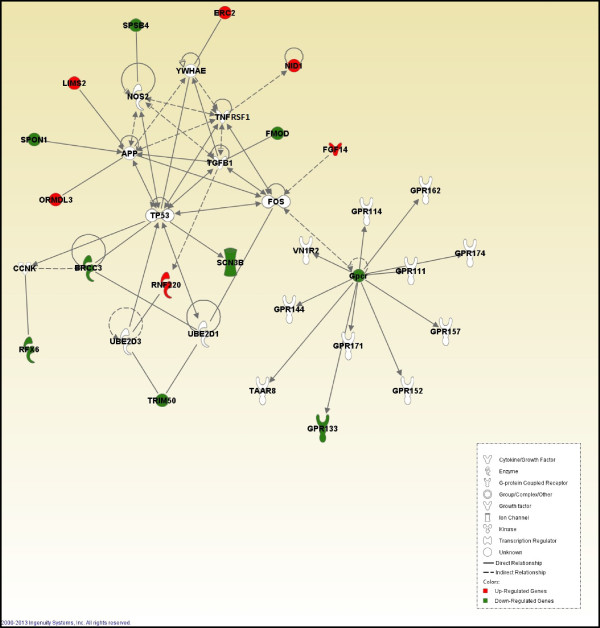
**Cell signaling.** Pathway analysis of gene functions in broiler liver transcriptome in response to cyclic high ambient temperature. Red color shows up-regulation and green color shows down-regulation (IPA). White molecules are not differentially expressed, but are included to illustrate associations with significantly up- and down-regulated genes.

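In the paper's Endocrine System Development and Function network, BNC1, PDGFD and TRPC5 had reads in the files. ANGPTL4, BDKRB1, CCK, DIO2, DIO3, KRT14 and MYRIP were listed at 0 in all 8 libraries, and AKR1C3, S100A1 and S100A4 are not listed under these names. BNC1 had between 1 and 3 reads in each control bird, or 0.409 ± 0.278 CPM (SD, n = 4), and was not detected in heat-treated birds, a log2 fold-change of -3.98 (standard error 1.36, adjusted p = 0.700 from edgeR's quasi-likelihood test). PDGFD had between 1 and 5 reads in each control bird and 1 read in the heat-treated birds together, with a log2 fold-change of -2.54 (standard error 1.01, adjusted p = 0.713). Every control bird exceeded every heat-treated bird in BNC1 (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.0644 over the 9 genes of Table 1 with reads and 0.0429 over the 6 of them that the test can resolve). The same holds in CPM for PDGFD, with the same p and adjusted p, but its lowest control and highest heat-treated birds had 1 read each and are set apart by library size alone. With the replicate number as a block, the log2 fold-changes were -4.09 for BNC1 and -2.60 for PDGFD, and the unadjusted P-value of PDGFD rose to 0.0534. In DESeq2's Wald test, the P-values of BNC1 and PDGFD were 0.0635 and 0.0802 before adjustment. With a prior count of 2 for the fold-change, their fold-changes were -1.93 and -1.85, short of the threshold of 2. BNC1 kept both thresholds in all 6 fits that each left out 1 bird and retained the gene, and PDGFD in 4 of 7. The fits without control replicate 2 or 4, which held 3 reads each, did not retain BNC1. The fit without control replicate 4, with 5 reads, did not retain PDGFD.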

The “Endocrine System Development and Function” network included aldo-keto reductase family 1, member C3 (*AKR1C3*), angiopoietin-like 4 (*ANGPTL4* ), bradykinin receptor B1 (*BDKRB1*), basonuclin 1 (*BNC1*) isoform X4, cholecystokinin (*CCK*), deiodinase, iodothyronine, type II (*DIO2*), deiodinase, iodothyronine, type III (*DIO3*), keratin 14 (*KRT14*), myosin VIIA and Rab interacting protein (*MYRIP*), platelet derived growth factor D (*PDGFD*), *S100* calcium binding protein A1 (*S100A1*), *S100* calcium binding protein A4 (*S100A4* ), and transient receptor potential cation channel, subfamily C, member 5 (*TRPC5*) (Figure 2).To determine the biological pathways elicited in the liver by exposure of the birds to heat, the differentially expressed genes were categorized by function. Cell signaling, endocrine system development and function, molecular transport, small molecule biochemistry, and vitamin and mineral metabolism were the most significant functions elicited in response to heat (Figure 3).

**Figure 2:**
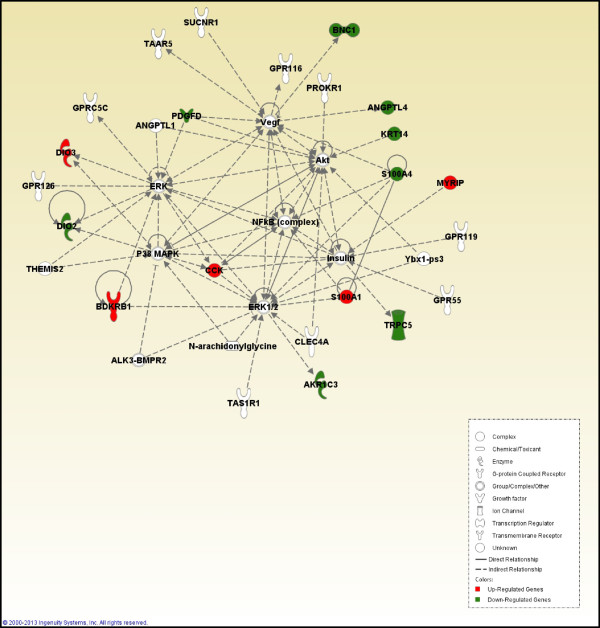
**Endocrine system development and function.** Pathway analysis of gene functions in broiler liver transcriptome in response to cyclic high ambient temperature. Red color shows up-regulation and green color shows down-regulation (IPA). White molecules are not differentially expressed, but are included to illustrate associations with significantly up- and down-regulated genes.

**Figure 3:**
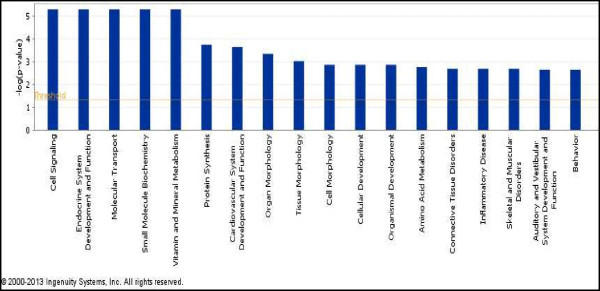
**Significance levels of functions of differentially expressed hepatic genes in response to high ambient temperature.** Threshold was set at *P* = 0.05 and indicated as -log (*P*-value) on the Y-axis. X-axis shows functions of differentially expressed genes.

### qPCR (quantitative polymerase chain reaction)

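Of the 9 genes of Table 2, BNC1, ERC2, FGF14 and TRPC5 had reads in the files. SPSB4, ANGPTL4, LIMS2 and DIO3 were listed at 0 in all 8 libraries, and S100A1 is not listed under that name. Before adjustment, edgeR's quasi-likelihood test gave a P-value of 0.00755 for FGF14, 0.0181 for BNC1, 0.0220 for ERC2 and 0.0610 for TRPC5, so that 3 of the 4 genes passed both thresholds. With the replicate number as a block, the P-values were 0.0174 for FGF14, 0.0487 for BNC1, 0.0633 for ERC2 and 0.0434 for TRPC5.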

Five up-regulated and 4 down-regulated genes were selected for qPCR analysis (*P*-value ≤ 0.05, fold-change ≥ 2) (Table 2). All samples represented in the RNA-seq analysis, plus samples from 8 additional broilers exposed to the same treatments were included in the qPCR analysis, resulting in 8 samples per treatment. Data from 8 of the 9 genes were in concordance between RNA-seq and qPCR analyses. For 4 genes, the qPCR differential expression between groups was in agreement with the results of the RNA-seq, and was significant. For an additional 4 genes, the relative ranking of the treatment means was the same for both qPCR and RNA-seq, but the differences were not significant for qPCR. 

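The RNA-seq side of this ranking rests on few reads in the files. BNC1 was read in 4 of 4 control and 0 of 4 heat-treated birds, and TRPC5 in 3 of 4 control and 0 of 4 heat-treated birds. ERC2 was read in 1 of 4 control and 4 of 4 heat-treated birds, with 1 and 7 reads in all, and FGF14 in 1 of 4 control and 3 of 4 heat-treated birds. The group means accordingly ranked control above heat-treated birds for BNC1 and TRPC5 and below them for ERC2 and FGF14. The mean of heat-treated birds was 0.422 ± 0.145 CPM for ERC2 and 0.782 ± 0.559 for FGF14 (SD, n = 4), against 0.0377 ± 0.0753 in control birds for both genes.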

There was discordance between RNA-seq and qPCR in the relative expression levels between the temperature treatments for only one of the nine genes (*LIMS2*).

**Table 2:** ***P-*** **values from RNA-seq and qPCR validation**

Gene	RNA-seq	qPCR
SPSB4	0.001	0.008
TRPC5	0.02	0.2
BNC1	0.004	0.1
ANGPTL4	0.0006	0.02
LIMS2	0.02	0.4
ERC2	0.02	0.8
S100A1	0.005	0.008
FGF14	0.008	0.7
DIO3	0.00009	0.02

## Discussion

The number of differentially expressed genes detected in the current study (n = 40) is not high, which may be because of several factors. Applying thresholds of both significance level and a minimum fold-change may have reduced the total number of genes that were declared as differentially expressed. 

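In the files, 353 genes had an unadjusted P-value under 0.05, and 260 of them changed less than 2-fold. A fold-change of at least 2 was seen in 273 genes, and 180 of them did not reach the P-value threshold. Applying both thresholds left 93.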

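Birds with the same replicate number in the 2 groups could be compared as pairs, although the paper's text does not list which birds were sibs. Deviations of log2 CPM from the group mean were correlated across the 3641 genes with a mean count of at least 50, which are not independent replicates. Same-numbered birds had correlations of 0.302, 0.044, 0.138 and -0.091 for replicates 1 to 4, with a mean of 0.098, and birds with different numbers had a mean of -0.029. Of the 24 ways to pair the birds, 5 gave a mean as high as the numbered pairs, so the pairing was not set apart from the others. The first principal component, with 27.8% of the variance, placed both replicate 1 birds at -16.0 (control) and -18.2 (heat-treated) and the other 6 birds between 1.80 and 12.0. A term for the pairs raised the genes with an unadjusted P-value under 0.05 to 386, and lowered those that also changed 2-fold to 72.

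**Figure D3:**
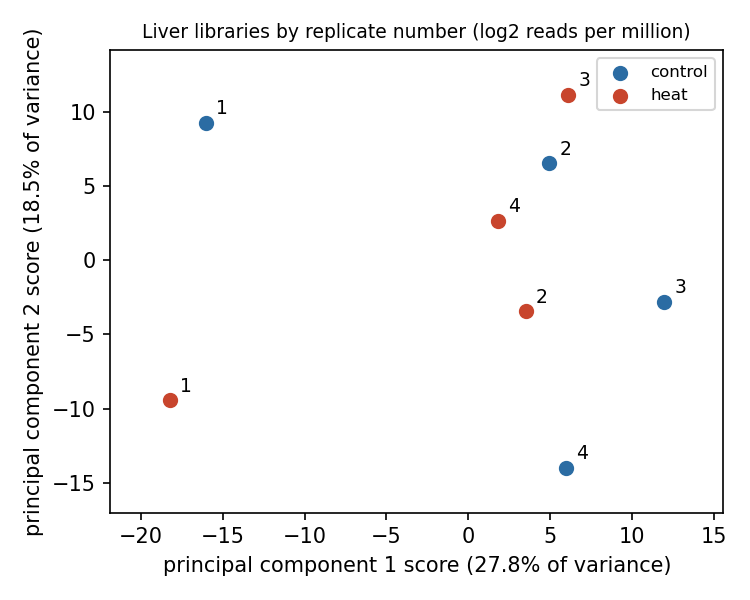
Scores of the 8 libraries on the first (horizontal, 27.8% of the variance) and second (vertical, 18.5%) principal components of log2 CPM, coloured by temperature group and numbered by replicate. Both replicate 1 libraries lie at the left, and the groups are not separated on either axis.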

Using four replicates of full-sib pairs of heat-exposed and control chickens reduced random genetic variation between treatment groups, and therefore may have reduced the number of differentially expressed genes occurring at random. The low number of detected differentially expressed genes is not, however, likely to be attributable to the animal number because the sample number used in this experiment is comparable to other RNA-seq experiments. Wolf and Bryk [13] used four replicates of male and female chickens to study dosage compensation in chickens using RNA-seq analysis; Ayers et al. [14] used two male and two female chickens to incorporate RNA-seq analysis to examine the sexual dimorphic gene expression before gonadal differentiation. The method used to estimate the data variance determines the level of detection of differential expression in RNA-seq data [15]. 

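QuasiSeq itself was not used here. On the same 5474 genes, edgeR's quasi-likelihood test in its older form gave 93 genes past both thresholds and in its newer form 104, and DESeq2's Wald test gave 77. Robust estimation of the quasi-likelihood dispersions gave 83. An adjusted p under 0.05 was reached by 0 genes in either form of edgeR's test, by 3 with robust estimation and by 22 in DESeq2, while an unadjusted P-value under 0.05 was reached by 353, 363, 341 and 335 genes in this order.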

The current study has increased power to determine differential expression because of the advantages of the QuasiSeq package over other methods, such as DESeq and EdgeR.

The differential expression of two genes (*BRCC3* and *FGF14*) from the “Cell Signaling” network and five genes (*CCK*, *TRPC5*, *DIO2*, *DIO3*, and *ANGPTL4*) from the “Endocrine System Development and Function” network indicate that birds use specific physiologic mechanisms to regulate their internal temperature in response to high ambient temperature. *CCK*, *DIO3*, *BRCC3*, and *FGF14* were up-regulated, while *TRPC5*, *DIO2*, and *ANGPTL4* were down-regulated. 

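In the files, CCK, DIO2, DIO3 and ANGPTL4 were listed at 0 in all 8 libraries. FGF14 rose in heat-treated birds, with a log2 fold-change of 3.52 (standard error 1.08, adjusted p = 0.646 from edgeR's quasi-likelihood test). Its reads were 4, 6, 0 and 4 in heat-treated replicates 1 to 4 and 1 in control replicate 4, and the difference did not exceed the spread between birds in the comparison without a model (exact permutation test, two-sided, p = 0.143, adjusted p = 0.161 over the 9 genes of Table 1 with reads). The log2 fold-change stayed between 3.13 and 4.91 with each bird left out in turn, and was 3.34 with the replicate number as a block. BRCC3 had 858 reads in the control and 545 in the heat-treated birds, and was lower in the heat-treated bird of all 4 same-numbered pairs.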

CCK inhibits feed intake in chickens by promoting gastric emptying, stimulating the release of pancreatic digestive enzymes, and signaling the brainstem to depress appetite [16–18]. During exposure to heat, animals experience a negative balance in the amount of heat energy released and produced [2]. The inhibition of feed intake may be a mechanism to reduce the additional heat that is produced from digestive metabolism. Although the intestines are responsible for most of the body’s CCK production, *CCK* mRNA expression has also been detected in the liver [19]. Wang et al. [20] suggested that transient receptor potential channels (TRPC) are responsible for cellular CCK signaling. 

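TRPC5 had 9 reads in the control birds and 0 in the heat-treated birds. Control replicate 1 held 7 of these reads, or 1.78 CPM, and control replicates 2 to 4 held 0, 1 and 1. The mean of the control birds was 0.521 ± 0.844 CPM (SD, n = 4). The log2 fold-change was -4.20 (standard error 1.94, adjusted p = 0.780 from edgeR's quasi-likelihood test) and -4.32 with the replicate number as a block. Its unadjusted P-value was 0.0610, and 0.0434 with the block, where it passed both thresholds. Without the block, TRPC5 passed both in 1 of the 7 fits that each left out 1 bird and retained the gene. The fit without control replicate 1 did not retain it.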

The differential expression of *TRPC5* supports TRPC involvement in CCK signaling. *DIO2* and *DIO3* encode for members of an enzyme family, deiodinases, which is involved in thyroid hormone regulation [21]. Silva [22] demonstrated that thyroid hormone is involved in aerobic metabolism and thermal control. *DIO2* is involved in the preservation of thyroid hormone [23], while *DIO3* is associated with the inactivation of thyroid hormone [24]. Taken together, the contrasting regulation of *DIO2* and *DIO3* is predicted to decrease thyroid hormone levels. Past studies have shown increases in hepatic *DIO3* mRNA expression and activity levels in broilers after feed removal [25–27]. The expression patterns of *CCK*, *TRPC5*, *DIO2* and *DIO3* observed in the current study highlight a direct interaction between feed intake, deiodinase activity, and temperature regulation in response to the heat.

Exposure to high ambient temperature results in a redistribution of blood flow from internal organs to peripheral tissues, reducing the internal temperature of chickens [28]. *BRCC3*, *FGF14*, and *ANGPTL4* are all involved in regulation of blood vessel development [29–31]. Their differential expression, therefore, may be a host response to modulate internal temperature by regulating blood capillary development and distribution.

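Across the pairs of birds with the same replicate number, FGF14 was higher in the heat-treated bird in 3 of 4 pairs. The log2 fold-change of BRCC3 stayed between -0.43 and -0.29 with each bird left out in turn, under the fold-change threshold in all 8 fits. From the differential expression of BRCC3, FGF14 and ANGPTL4, and from their part in blood vessel development, the paper proposes that the birds modulate internal temperature through the capillaries.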

The differential expression of three genes (*SCN3B*, *SPON1*, and *ORDML3*) from the “Cell Signaling” network and *MYRIP* from the Endocrine System Development and Function” network reflects a response to hyperthermia-induced apoptosis. *SCN3B*, *SPON1*, and *MYRIP* were down-regulated, while *ORDML3* was up-regulated in response to heat. *SCN3B* has been identified as a *TP53*-inducible proapoptotic gene in mouse embryonic cells [32]. The down-regulation of *SCN3B* reduces the capability of apoptosis through the *TP53* pathway. *SPON1* encodes for a secreted adhesion molecule that attaches to the extracellular matrix (ECM) of cells and inhibits amyloid β (A4) precursor protein (APP) cleavage into β-secretase [33–35]. The cleavage of APP results in amyloid β fibril formation, and induces apoptosis in yeast through mitochondrial dysfunction [36, 37]. In the current study, the down-regulation of *SPON1* may be a mechanism to return to homeostatic *SPON1* mRNA levels following a transient up-regulation. Haughey et al. [38] suggested that amyloid β fibril accumulation occurs within the lipid rafts, which are specialized membrane domains mainly consisting of sphingolipids and cholesterol. *ORMDL3* belongs to a family of genes (ORM) that has been implicated in sphingolipid homeostasis [39]. In yeast, heat results in a transient accumulation of sphingolipid that can lead to apoptosis through sphingolipid signaling [40, 41]. The up-regulation of *ORMDL3* reflects a cellular mechanism to regulate sphingolipid levels in response to heat, thus preventing apoptosis. *MYRIP* encodes for an actin motor that drives vesicle and organelle motility, and participates in endosome recycling [42]. The up-regulation of *MYRIP* may lead to enhanced ability of phagocytic cells to engulf and recycle the cellular particles after hyperthermia-induced apoptosis.

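Within this group of genes, GPR133 and TRIM50 had reads in the files and FMOD was listed at 0 in all 8 libraries. GPR133 was read 0, 2, 3 and 7 times in control replicates 1 to 4, or 0.506 ± 0.432 CPM (SD, n = 4), and was not detected in heat-treated birds. Its log2 fold-change was -4.45 (standard error 1.501, unadjusted P-value 0.0174, adjusted p = 0.700 from edgeR's quasi-likelihood test), and -4.35 with the replicate number as a block (unadjusted P-value 0.0341). GPR133 passed both thresholds in all 7 fits that each left out 1 bird and retained the gene. The fit without control replicate 4, which held 7 of its reads, did not retain it. TRIM50 was read 6, 2, 1 and 1 times in control birds and once, in replicate 3, among heat-treated birds. Its log2 fold-change was -2.65 (standard error 1.27, adjusted p = 0.780), and -2.68 with the block. In the comparison without a model, the difference in TRIM50 did not exceed the spread between birds (exact permutation test, two-sided, p = 0.0857, adjusted p = 0.154 over the 9 genes of Table 1 with reads). GPR133 had reads in 3 birds, too few for this test to give a p under 0.143.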

The down-regulation of three genes (*FMOD*, *GPR133*, and *TRIM50*) from the “Cell Signaling” network reflects the latter stages of a host-regulated tissue repair response. As a liver proteoglycan, FMOD regulates ECM organization by fibrogenic stimuli in mouse liver cells and has been described as essential for tissue repair [43]. Hepatic fibrogenesis results from damage to hepatocytes by inflammatory reactions, which alter their ECM [44]. Ruddell et al. [45] suggested that hepatic fibrogenesis was enhanced by cross-talk between hepatic lipocytes and hepatic progenitor cells (HPC), resulting in chemotaxis and cell migration. As an adhesion G protein-coupled receptor (GPR), *GPR133* is thought to participate in cell-to-cell and cell-matrix interactions [46, 47]. *TRIM50* participates in inflammation suppression, fibroblast migration, and lymphocyte chemotaxis in mouse embryo fibroblasts [48, 49].

The up-regulation of *ERC2* from the “Cell Signaling” network and the differential expression of three genes (*S100A1*, *S100A4*, and *BDKRB1*) from the “Endocrine System Development and Function” network reflect a disruption in hepatocyte calcium levels in response to heat. 

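ERC2 was read 2, 2, 2 and 1 times in heat-treated replicates 1 to 4 and once among control birds, in replicate 4. The log2 fold-change was 2.60 (standard error 0.978, adjusted p = 0.700 from edgeR's quasi-likelihood test), and 2.61 with the replicate number as a block (standard error 1.22). Each heat-treated bird had more ERC2 CPM than each control bird (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.0644 over the 9 genes of Table 1 with reads and 0.0429 over the 6 of them that the test can resolve), but heat-treated replicate 4 and control replicate 4 had 1 read each and are set apart by library size alone. All the values lie near or below the smallest share that 3 counts can show in a library. BDKRB1 was listed at 0 in all 8 libraries, and S100A1 and S100A4 are not listed under these names.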

*ERC2*, *S100A1*, and *BDKRB1* were all up-regulated, while *S100A4* was down-regulated. *ERC2* encodes for a protein that localizes at voltage dependent calcium channels (VDCC) [50]. The S100 family of proteins function in the regulation of calcium homeostasis, cell growth and differentiation, protein phosphorylation, and the inflammatory response [51]. The differential expression of an S100 family member (*S100A11*) and other genes involved in calcium-related transport and signaling was observed in catfish exposed to high ambient temperature [52]. Texel and Mattson [53] reported that excess amyloid β fibril formation perturbed calcium homeostasis in mouse neuronal cells, possibly triggering apoptosis from calcium overload. *BDKRB1* encodes for a bradykinin receptor that belongs to the rhodopsin-like GPRs that function in the regulation of inflammation [54]. The activation of *BDKRB1* increases cytosolic calcium levels [55]. The up-regulation of *BDKRB1* is a component of an inflammatory response that contributes to perturbed cellular calcium levels. The up-regulation of *ERC2* and *S100A1* represents calcium transport through calcium channels and calcium-dependent cellular signaling. The down-regulation of *S100A4* may compensate for the calcium-related transport and signaling that is carried out by the proteins encoded by *ERC2* and *S100A1*. The differential expression of *ERC2*, *S100A1*, and *S100A4* illustrates the dynamic mechanisms that regulate cellular calcium levels in response to heat.

In summary, the liver transcriptome of broilers exposed to high ambient temperature indicates specific host responses to decrease internal temperature, reduce hyperthermia-induced apoptosis, and promote tissue repair. Additionally, differential expression occurred in genes that regulate the perturbed cellular calcium levels that result from exposure to heat.

## Conclusions

Cyclic high ambient temperature causes metabolic, physiologic, and cellular-level changes that can be characterized through RNA-seq analysis of the liver transcriptome. The current findings suggest that these changes induce specific mechanisms by which broilers can reduce the negative physiologic effects of heat exposure. These novel insights into the effects of high ambient temperature on the metabolic transcriptome of broilers provide a foundation for future investigations into the gene networks involved in the response to heat, and for development of strategies to ameliorate the negative impacts of hot climates on animal welfare and productivity.

## Methods

### Tissue collection

From 22 to 28 days of age, heat-treated broilers were exposed to daily 7-hour cycles of 35°C, while a control group was kept at 25°C throughout this time. The experiment was replicated with birds from different hatches. Liver samples were harvested from 4 sets of full-sibs at the midpoint of the last heat cycle on day 28, with one bird of each pair from the high ambient temperature treatment and one from the control temperature group; these 8 samples were used for transcriptome sequencing. Liver samples were also harvested from 8 additional broilers (4 control and 4 heat-treated) from the same study, and included with the 8 samples used for RNA-seq for the qPCR validation of the transcriptome sequencing. All animal experiments were approved by the Iowa State University Institutional Animal Care and Use Committee: Log #4-11-7128-G.

### Sequencing the transcriptome

Total RNA was isolated from the liver samples following previously described procedures [56]. The RNA quality was assessed using an Agilent 2000 Bioanalyzer. Seven was the threshold RNA Integrity Number (RIN) score for cDNA library construction. The RNA was submitted to the Iowa State University DNA Facility, where libraries from each of the 8 individuals were generated and the individual liver transcriptomes were sequenced using Illumina HiSeq 2000 technology (http://www.illumina.com/systems/hiseq_2000_1000.ilmn). All 8 samples were sequenced on one lane.

### Quality control of RNA-seq reads

Read quality was controlled using the FastQC suite version 0.10.1. (https://preview.iplantcollaborative.org/de/#workspace). A Phred score of 28 was used to control for read quality. The adaptor sequences were removed from the reads using the fastx_clipper software of the fastx_toolkit (version 0.0.13; http://hannonlab.cshl.edu/fastx_toolkit/).

### Mapping reads to genome

The RNA-seq reads were aligned using GSNAP [12], a program that can be used to align single- or paired-end reads. The authors chose to employ GSNAP over other programs because of the sequencing platform used and the advantages of using GSNAP to map RNA-Seq reads. In the current study, Illumina HiSeq 2000 technology was used to perform sequencing, resulting in 138 million, 100 bp reads. Both Illumina platforms, HiSeq 2000 and Genome Analyzer, use sequencing-by-synthesis (SBS) technology, but HiSeq 2000 has a two- to five-fold higher rate of data acquisition [57]. The ability to detect exon-intron boundaries and the connections between exons is very important when assigning RNA-Seq reads to their molecules of origin. This requires the use of programs called spliced-mappers. These programs are splice-site aware and incorporate intron-like gaps. GSNAP is a splice-mapper that uses a seed-and-extend method that maps part of the gene as substrings, and then uses algorithms to extend candidate matches and locate potential splice sites [58]. This method tends to be less dependent on coverage and more likely to recover novel splice sites. The compatibility of GSNAP to the sequencing platform, the good balance between computing speed and accuracy, the availability of a reference genome, and the wide acceptance of the method are all reasons for which the authors chose GSNAP for mapping the RNA-Seq reads in the current study.

The RNA-seq reads were mapped back to the genome based on the NCBI *Gallus gallus* Build 4.0 reference genome. The data were run using “32 worker threads” to optimize computational efficiency. The output was set to “split” and put into a SAM format for convenient downstream analysis. During the alignment, the “-m” setting for mismatches was set at default to allow GSNAP to auto set the number of allowed mismatches based on read length, which allowed for the best alignment across intron-exon boundaries GSNAP “soft-trims” reads during the alignment process, so that only portions of the reads above the quality threshold are aligned. Table 3 details the number of mapped and non-mapped reads, along with the number of reads before and after FastQC quality filtering (Phred 28).

**Table 3:** **Number of reads before and after FastQC filtering, and number of mapped and non-mapped reads**

cDNA library	Reads (Pre-filter)	Reads (Post-filter)	Mapped reads	Non-mapped reads
2145	14,518,971	14,102,129	10,786,983	3,315,146
2146	16,435,957	16,079,777	11,966,390	4,113,387
2153	16,143,847	15,893,619	10,958,652	4,934,967
2154	12,443,771	12,157,917	9,162,608	2,995,309
2162	13,121,981	12,695,265	8,949,977	3,745,288
2163	19,905,505	19,516,053	14,835,601	4,680,452
2169	22,161,153	21,786,920	15,456,927	6,329,993
2170	15,633,924	15,633,924	11,468,175	4,165,749
**Total**	130,365,109	127,865,604	93,585,313	34,280,291
**Standard error**	±816.15	±820.30	±245.41	±179.13

### Counting mapped reads

Raw reads were calculated and annotated using the HT-seq package (version 4.7) in Python (http://www-huber.embl.de/users/anders/HTSeq/), which is an open source program that allows the input of raw counts from aligned reads to be annotated with gene names based on genomic features. The parameters “m < mode>”, and “--mode = <mode > =” were set to “intersection non-empty”. The stringency of these settings allows HT-seq to identify as many genes as possible based on overlap resolution. The parameter “-stranded” was set to “no” because the cDNA library preparation was not strand specific. The parameter “–a < minaqual” was set to “default (0)” because the read quality threshold was cutoff at Phred 28. The feature type was set at “-- type = exon” so that the reads would be counted based on exons. The GFF attribute used as the feature ID (“--idattr = <id attribute>”) was set to “gene_id”, allowing the NCBI GFF file to output gene names. For unmapped reads, special categories were provided that explained why the reads were not mapped back to the reference genome.

### Testing for differential expression

To account for the over-dispersion associated with RNA-seq data, the QuasiSeq [59] package developed in R [60] was used to analyze the data for differential expression. The QuasiSeq package was chosen for differential expression analysis because of its advantages over DESeq in detecting differentially expressed genes. Upon estimating negative binomial dispersion parameters, DESeq treats the resulting estimates as constants, which can result in a non-uniform distribution of *P*-values and inaccurately estimates false discovery rates [59]. When estimating dispersions, the QuasiSeq package allows gene-specific estimates to vary around a central estimated trend and shares information across genes. When testing for differential expression, the QuasiSeq package employs a quasi-likelihood method that incorporates uncertainty in the estimated variances and provides a self-tuning approach to shrinking gene-specific dispersion estimates [59]. Differential expression was declared at a significance level of *P*-value < 0.05 and a fold-change ≥ 2.

### Gene network analysis

Upon selecting *Gallus gallus* in the settings, gene networks were constructed using Ingenuity Pathways Analysis [61]. Statistically significant networks were considered with a *P*-value cut-off of 0.0001. This analysis was used to identify gene interactions within these networks.

### qPCR primer design

The full cDNA sequences for each gene were obtained from NCBI. The cDNA sequences were uploaded into the NCBI Splign database and *Gallus gallus* was selected as the reference genome. This allowed the authors to view only the exonic regions of each gene. Sequences of 20–22 nucleotides (nt) were chosen for forward primers. These sequences were in 5’-3’ (sense) orientation to the cDNA sequences and spanned exon junctions. Along with the NCBI RefSeq numbers for each gene; these forward sequences were input into Primer3, a primer design program. Primer3 is open-source software that has been widely used for primer design for over a decade [62]. It was used to select reverse sequences that were in 3’-5’ (antisense) orientation to the cDNA sequences and also spanned two exons. Using primers that span exon junctions prevents the amplification of genomic DNA [63]. Primer3 allowed assessment of the quality of the primer set (melting temperature, GC%, and self-complementarity). The output also included the product size, the sequence in FASTA format, and where the primers will anneal to the sequence. Primer3 thresholds were set to ensure a product size of 60–150 nt, a GC content of 50-60%, a primer length of 18–24 nt, and a melting temperature of 60-63°F. Primer sets that didn’t span exon junctions, contained primers that were too complementary to one another, or didn’t meet these specifications were rejected. Sequencing and NCBI Primer-BLAST, which checks the specificity of a primer set with all possible regions of the genome, were used for primer target detection.

### qPCR and statistical analysis

Total RNA was isolated and quantitative PCR was performed according to previously described procedures [56]. All reactions were run in triplicate. The forward and reverse primers used for qPCR are listed in Table 4. The amplicons were verified for specificity and reaction quality using the melting curves of the reactions. The cycle threshold (Ct) line was adjusted to fit the standard curve with an acceptable r^2^ value, 0.96-1. The efficiency of each primer set was calculated using the following formula: 10^[(-1/slope)-1] × 100. Table 5 shows the r^2^ values, efficiencies, and NCBI RefSeq number for each primer set, along with the product length and the length of each primer. Adjusted Ct values for statistical analysis were calculated as follows: 40 - [(sample mean Ct) + (median 28S Ct – mean 28S Ct) × (sample gene slope/28S slope)] [64]. The mRNA expression levels as mean adjusted Ct values of each triplicate sample were analyzed using the ANOVA analysis of JMP 8.0.2 software on combined data (control and temperature-exposed broilers) for each gene separately, using the following model:

**Table 4:** **Forward and reverse primers used for qPCR validation of RNA-seq**

Gene	Forward primer	Reverse primer
SPSB4	5′ AATGGACTTGACCCGGAAC 3′	5′ TTTCAGAGACAGAGGCAAAGG 3′
TRPC5	5′ CTGCCCTGGGTTCTAGGTTT 3′	5′ GGGAGTTCATTGCAAAATCC 3′
BNC1	5′ TGGATATGTGCTGCAGGATG 3′	5′ TGCCATTAACTCCACAATGG 3′
ANGPTL4	5′ TGTGACATGACTGCAGAAGG 3′	5′ CAGCCAGAAGTCACCATGAA 3′
LIMS2	5′ CAGATGGGCTTTTCTATGAGTT 3′	5′ GAAACATTCTGGGTGCCAGT 3′
ERC2	5′ GTCTTGCCTCAACACAGCAA 3′	5′ GGCAATGTTTGCATCCTTTT 3′
S100A1	5′ AGCTGAGCAAGAAGGAGCTG 3′	5′ GGTCCTGCATGATCTTCTCC 3′
FGF14	5′ TACCCAAGCCATTGGAAGTT 3′	5′ GTTTGCCGCCATTCATTATT 3′
DIO3	5′ GCTCTCTTCCTTCGGGATCT 3′	5′ CCCATTTCAAAATCGGTCAT 3′

**Table 5:** **Primer set r** ^**2**^ **values and efficiencies, along with the length of each amplicon and primer**

Primer	Length	Product size	r ^2^	Efficiency
SPSB4 For	20 bp	120 bp	1	100%
SPSB4 Rev	21 bp			
TRPC5 For	20 bp	112 bp	1	104%
TRPC5 Rev	20 bp			
BNC1 For	20 bp	133 bp	1	109%
BNC1 Rev	20 bp			
ANGPTL4 For	20 bp	126 bp	1	91%
ANGPTL4 Rev	20 bp			
LIMS2 For	20 bp	143 bp	1	100%
LIMS2 Rev	20 bp			
ERC2 For	20 bp	149 bp	1	104%
ERC2 Rev	20 bp			
S100A1 For	20 bp	120 bp	1	95%
S100A1 Rev	20 bp			
FGF14 For	20 bp	129 bp	1	109%
FGF14 Rev	20 bp			
DIO3 For	20 bp	143 bp	1	104%
DIO3 Rev	20 bp			

Challenge and replicate were considered fixed effects. Student’s t test of JMP 8.0.2 software was used to determine significant differences (*P*-value < 0.05) between high ambient temperature and control treatments.

### Data deposition

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [65] and are accessible through GEO Series accession number GSE51035 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51035).

How the deposited data were processed for this re-analysis (not part of the article)

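Gene expression was measured by RNA-seq in liver samples of 8 broilers, 4 heat-treated and 4 control, with 1 library per bird. The authors filtered the reads for quality, aligned them to the chicken genome (Gallus gallus Build 4.0) with GSNAP, and counted uniquely mapped reads on exons with HTSeq in the mode intersection non-empty, without regard to strand. They deposited the resulting raw counts per gene for each library, without normalization, with the special categories of HTSeq below them. The groups and the replicate numbers 1 to 4 were taken from the labels of the samples. The same numbers occur in both groups, and they are the only pairing used here, because the paper's text describes full-sib pairs without listing them.

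The 8 files were joined by gene name, in the order of 15211 genes that they share. Genes are named as in the files. No coordinates are given, because the annotation of the build used by the authors was not used here. A table of RefSeq genes of the assembly GRCg7b, in which 12725 of the 15211 names (83.7%) were found, served only to see which genes neighbour each other. Gene totals ranged from 3607895 to 6189237 reads per library. Reads are not independent molecules after PCR, so limits on the share that the depth can show cover counting error only.

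Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with a mean count of at least 1 and a count above 0 in at least 2 libraries were kept (5474 genes), normalized with TMM, and tested with estimateDisp, glmQLFit in its older form and glmQLFTest, heat-treated against control, on all 8 libraries and without further terms. P-values were adjusted with the Benjamini-Hochberg method. Standard errors are the log2 fold-change divided by the square root of the F statistic. The thresholds, an unadjusted P-value under 0.05 and a fold-change of at least 2, are those of the paper, whose text names QuasiSeq but no normalization, filter or model terms. QuasiSeq was not used here. Single genes and gene lists were also compared with an exact two-sided permutation test on log2 CPM (counts scaled to a common library size) with a prior count of 2. It exchanges birds across the same-numbered pairs, and a test kept within 4 pairs could give no p under 0.125. The permutation p-values of the 9 genes of Table 1 with reads were adjusted together, and again over the 6 of them for which the test can give a p under 0.05. Over all 27 named genes, 18 of which were chosen by their test result here, the adjusted p of BRCC3, BNC1, PDGFD and ERC2 was 0.0454. The 9 genes of Table 1 had been chosen too, by the paper's test on the same birds. Their direction and their permutation p are therefore not independent of that choice. The families of 9 and 6 genes were chosen after the values were seen, and these adjusted p lie on both sides of 0.05. For a gene with reads in 3 birds or fewer, the smallest p this test can give is 0.143 or more, and it is not given as a result.

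The test was checked once on counts simulated from the means and library sizes of the real data, with 200 genes changed by known amounts. Each gene took the dispersion of the trend over abundance, without its own deviation and without differences between replicate numbers. The rates that follow hold for this simpler setting and may be better than those on the real data. Of 81 simulated genes that changed by at least 1.5 on the log2 scale and had a mean count of at least 20, 98.8% passed both thresholds in the right direction, and of 19 such genes with a lower count 78.9% did. Among 5222 unchanged genes, 4.25% had a P-value under 0.05. When no gene was changed, 50 of 5417 genes passed both thresholds and 247 had a P-value under 0.05.

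The named genes were set by a rule before the data were examined. They are the genes of Table 1 whose printed name identifies 1 gene, the genes whose expression the Discussion describes, the genes past both thresholds that match a LOC name printed in short form in Table 1, and the 10 genes with the smallest P-value among those past both thresholds that changed in the same direction in all 4 same-numbered pairs. Alternatives were upper-quartile normalization, library totals, DESeq2 1.42.0 with its own size factors, the newer form of edgeR's test, robust dispersions, no filter, edgeR's default filter, a prior count of 2 for the fold-change, the replicate number as a block, and each bird left out in turn. The qPCR measurements and the pathway analysis were not analysed here.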

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

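The tests of other splits of the birds, of depth, of abundant genes and of genes with few reads were chosen after the results were seen. The marker lists were written before.

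For each named gene and each measure of depth, the bird farthest from the others was examined in each group of 4, over 62 groups. In 8 of them, 1 bird stood far apart from the other 3, where chance gives about 3.1. Most of these are single reads. The highest bird of its group had 1 read and the other 3 had none for TRIM50 (heat-treated replicate 3, 0.284 CPM), LOC771141 (heat-treated replicate 1, 0.229), PDGFD (heat-treated replicate 2, 0.221), ERC2 and FGF14 (control replicate 4, 0.151 for each) and LOC100859474 (heat-treated replicate 1, 0.229). A group with 1 read in a single bird always stands out in this way, so these cases say nothing about that bird. TRPC5 is different, with 7 reads or 1.78 CPM in control replicate 1 against at most 0.151 in the other control birds. PLEKHF1 had 10.9 CPM in control replicate 1 and between 16.3 and 17.2 in the other control birds. Both concern control replicate 1, whose library lay apart from most others on the first principal component together with heat-treated replicate 1. No biological explanation was tested for these values.

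Outside Table 1 and the genes that share the start of a printed LOC name, 80 genes passed both thresholds, and the paper does not discuss them. With the 5 genes of Table 1 and the 8 genes that share the start of a LOC name, they make up the 93 genes found. Of the 35 ways to split the 8 birds into 4 and 4, 8 part all 4 same-numbered pairs, as the real split does. The real split gave the most genes past both thresholds among these 8, so that 1 of 8 splits reached 93. The next gave 79 and the lowest 40. It also gave the most genes with an unadjusted P-value under 0.05, 353 against 341 in the next, again 1 of 8. For the 61 down-regulated genes, 1 of the 8 splits had as many in its more frequent direction, and for the 32 up-regulated genes 2 of the 8 had as many in the less frequent direction. The real split had 0 genes with an adjusted p under 0.05 (353 had an unadjusted P-value under 0.05). Any split reaches a count of 0, so this count says nothing about the grouping. A share of 1 in 8 is the smallest that these splits can give, so the number of genes cannot be told apart from an accident of grouping. The 27 other splits leave at least 1 pair on the same side. Of these, 7 gave at least 93 genes, up to 142, and all 7 put both replicate 1 birds on the same side. In 9 of the 27, at least 353 genes had an unadjusted P-value under 0.05, up to 536. The 15 other splits that keep the replicate 1 birds together had a median of 91 genes, and those that part them 51.5. These splits are mixed with temperature. Of the 15, 9 have 2 heat-treated birds on each side, with a median of 87 genes, and 3 of the 9 reached 93. The other 6 are uneven in temperature, and 4 of them reached 93.

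Technical explanations for the number of genes were tested one at a time. Drawing 3607895 reads from each library left 98 genes past both thresholds, 75 of them among the 93, so the difference in depth between the groups does not account for the number. Leaving out the 10 most abundant genes, which held between 41.3% and 45.5% of the reads on genes in a library, left 92. Of the 93 genes, 21 had a mean count under 5 and 72 a higher one. Erythrocyte markers were lower in heat-treated birds by the mean of 5 genes, with a log2 fold-change of -1.03, but not beyond the spread between birds (exact permutation test, two-sided, p = 0.200, adjusted p = 0.467 over 7 lists, lower in 3 of 4 pairs). However, 3 of these 5 genes are themselves among the 93, HBAA (log2 fold-change of -1.32), HBG2 (-1.35) and HBZ (-1.13), so a difference in the blood left in the samples cannot be excluded for part of the genes. Markers of smooth muscle and connective tissue did not differ beyond the spread between birds (log2 fold-change of -0.26 over 5 genes, exact permutation p = 0.571, adjusted p = 0.667, lower in 2 of 4 pairs). Muscle and pancreas markers had no gene left after the filter and were not tested. Gene length, GC content and reads shared between similar genes were not tested. A response to heat remains a hypothesis for these genes, which could also come from the grouping, where the design allows no share under 1 of the 8 comparable splits, or in part from blood.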

How the results depend on the processing

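The alternatives were chosen before the data were examined, except the natural-log scale for the fold-change, which was chosen after seeing the data.

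The number of genes past both thresholds, 93, stayed within 1.5 times its value under upper-quartile normalization (90), library totals (97), DESeq2 (77), the newer form of edgeR's test (104), robust dispersions (83), no filter (109), a prior count of 2 (74) and the replicate number as a block (72), and ranged from 74 to 136 across the 8 fits that each left out 1 bird. With edgeR's default filter it fell to 55, with 35 down-regulated and 20 up-regulated genes. This filter removes genes with few reads, kept 1 of the 9 genes of Table 1 with reads, and left 0 of them past both thresholds and 1 with the direction of Table 1. Down-regulated genes ranged from 39 to 85 and up-regulated genes from 26 to 51 across the fits without 1 bird. With a threshold of 2 on the natural-log scale, chosen after seeing the data, 4 genes passed, 3 of them down-regulated and 1 up-regulated, and 3 of them in Table 1.

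No gene had an adjusted p under 0.05 in the main setting (353 had an unadjusted P-value under 0.05), in any fit that left out 1 bird, or under either other normalization, the newer form of edgeR's test, edgeR's default filter or a prior count of 2. There were 22 such genes in DESeq2, 3 with robust dispersions, 3 without a filter and 2 with the replicate number as a block. The cause was not tested.

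Of the 9 genes of Table 1 with reads, 5 passed both thresholds. The number was 2 in DESeq2, 2 with a prior count of 2, and 3 to 6 across the fits without 1 bird. The prior count acts on genes with few reads, whose fold-change it pulls towards 0, and it leaves their P-values as they are. For the other changes, the cause was not tested. The genes of Table 1 that a fit retained, 6 to 9 of them across the fits without 1 bird, kept the direction of Table 1 in each alternative.

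Among single genes, the 27 named genes kept their direction under every alternative that retained them. Of the 23 that passed both thresholds, 11 passed in each of these fits. Over 432 combinations of a named gene and an alternative, without the natural-log scale, 61 lost the thresholds and 8 gained them. Leaving out 1 bird accounted for 39 losses and 6 gains, DESeq2 and the replicate block for 7 losses each, and a prior count of 2 for 5. With the replicate block, PDGFD (log2 fold-change of -2.60) and ERC2 (2.61) lost the P-value threshold and TRPC5 (-4.32) gained it.

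The mean log2 fold-change of cell cycle genes, 0.55, stayed positive but lost its exact permutation p under 0.05 with library totals (0.47), and ranged from 0.41 to 0.68 across the fits without 1 bird, of which those without a heat-treated bird lost it too. The mean of endoplasmic reticulum chaperones, -0.09, ranged from -0.29 to 0.09 across these fits and was positive at 0.092 without control replicate 4. The other 5 gene lists kept their direction, and their exact permutation p stayed above 0.05 in each fit where it was computed. List means with the replicate number as a block were compared as values only. The mean reads per library moved by less than their SD when any library was left out.

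Depth limits what can be said of the genes of Table 1 that had reads. Of the 9 with reads, 8 had at most 15 reads over all 8 libraries, which limits how precisely their fold-changes can be given.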

Differences from the paper's values

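The paper gives a mean of 11695581 uniquely mapped reads per library, of which 2375095 had no feature and 332309 were ambiguous. The files hold means of 6026505, 1251193 and 64544. Leaving out any library did not bring these means within 1.5 times the paper's. By library, the paper's mapped reads in Table 3 and the reads in the files were 10786983 and 5630786 for control replicate 1, 9162608 and 4748630 for control replicate 2, 14835601 and 7491580 for control replicate 3, and 15456927 and 7788361 for control replicate 4. They were 11966390 and 6173469 for heat-treated replicate 1, 10958652 and 5587112 for heat-treated replicate 2, 8949977 and 4692002 for heat-treated replicate 3, and 11468175 and 6100102 for heat-treated replicate 4. No alternative applies to the single libraries.

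The paper reports 40 differentially expressed genes, 27 down-regulated and 13 up-regulated. The files gave 93, 61 and 32. Of the alternatives set before the data were examined, edgeR's default filter came within 1.5 times the paper's total (55 genes) and down-regulated number (35), and the fit without control replicate 3 within 1.5 times its down-regulated number (39). None did so for the up-regulated genes. The numbers from the files cover only the genes with reads, 6070 of the 15211 listed, while the paper's 40 include genes listed at 0 here. With edgeR's default filter, 0 of the genes that Table 1 names in full passed both thresholds. The closer total therefore says little about whether the same genes were found.

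The paper's fold-changes run from -12.5 to 20.0, and those in the files from -21.8 to 11.4. By value alone, DESeq2 brought both ends within 1.5 times the paper's (-12.5 and 13.4). The lower end also came within it without control replicate 4 (-15.3), and the upper end with no filter (14.4), without control replicate 1 (20.0) and without heat-treated replicate 3 (14.8). The other alternatives did not. Among them, the upper end rose to 107.4 without control replicate 2 and to 30.0 without control replicate 4. The ends do not belong to the same genes as the paper's. Table 1 prints its largest decrease for RFX6, which had no reads in the files. The upper end in DESeq2, 13.4, was FGF14, for which Table 1 prints 2. A closer range therefore does not show that the paper's fold-changes were recovered.

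For the unadjusted P-value, the paper has 0.0005 for GPR133, 0.02 for TRPC5 and 0.004 for BNC1, and the files gave 0.0174, 0.0610 and 0.0181. None of the alternatives set before the data were examined came within 1.5 times the paper's values.

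For the fold-change, Table 1 of the paper has -2 for TRIM50, LOC771141, PDGFD and BRCC3, and 2 for ERC2 and FGF14. The files gave -6.27 for TRIM50, -6.00 for LOC771141, -5.81 for PDGFD, -1.28 for BRCC3, 6.05 for ERC2 and 11.4 for FGF14. With a prior count of 2, the values were -1.97 for TRIM50, -1.86 for LOC771141, -1.85 for PDGFD, 1.80 for ERC2 and 2.64 for FGF14, within 1 standard error of the paper's. On the natural-log scale, which was chosen after seeing the values, they were -1.84, -1.79, -1.76, 1.80 and 2.44 in the same order, also within 1 standard error. Without heat-treated replicate 1, 2 or 4, TRIM50 came within it (-5.01, -4.99 and -5.01), as did LOC771141 in DESeq2 (-5.92), with the replicate number as a block (-4.60) and without heat-treated replicate 2, 3 or 4 (-4.80, -5.12 and -4.80). No setting brought BRCC3 within its standard error.

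The paper's Discussion describes BRCC3 as up-regulated. In the files its log2 fold-change was -0.36, a decrease.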

Other observations

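The tests on genes listed at 0, on the scale of the fold-changes, and on heat shock proteins and lipogenesis genes were chosen after the results or some of their genes were seen. The other gene lists were chosen before.

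Genes listed at 0 in all 8 libraries follow each other along the chromosomes. Of the 15211 genes, 9141 (60.1%) had no read in any library. In the order of the assembly GRCg7b, the next gene was also at 0 for 96.8% of these genes, against at most 60.0% in 1000 shuffles, and for 4.41% of the genes with reads. On 29 chromosomes with at least 50 matched genes, at least 99.0% of the genes were at 0 on 18, and at most 6.56% on the other 11. Genes that are not expressed in liver would not be grouped by chromosome in this way. All 19 genes of Table 1 listed at 0 that could be placed lay on the 18 chromosomes, and all 7 with reads that could be placed lay on the 11. If the annotation had been cut short when reads were counted, the reads of the missing genes would raise the share without a feature, but this share was 20.8% in the files, against 20.3% from the paper's means. If alignments of part of the chromosomes had been counted, the files would hold only part of the mapped reads, and they held 51.6% of the mapped reads of the paper's Table 3 on average, between 50.4% and 53.2% in each library. This is the explanation that remains of the 3 tested, and it may be why the files do not cover most genes of Table 1. The share of ambiguous reads, 1.08% against 2.84% from the paper's means, was not examined further. No biological explanation was tested.

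The fold-changes printed in Table 1 may not be plain ratios for genes with reads in both groups. Of the 9 genes of Table 1 with reads, 6 had reads in both groups. The ratio of the group means lay within 0.5 of the printed value for 0 of the 6, and so did the log2 fold-change (0 of 6 on the log2 scale). The value on the natural-log scale lay within 0.5 for 5 of the 6, and the natural-log scale of the plain group means for 4. The ratio with prior count 2 also did so for 4. BRCC3 matched under none of them. For GPR133, TRPC5 and BNC1, which had no reads in heat-treated birds, the paper prints -11 for each. The natural-log scale gave -3.08, -2.91 and -2.76 and the ratio with prior count 2 gave -2.28, -2.12 and -1.93. Where 1 group has no reads, these values depend on the prior count, so the 3 genes cannot decide between the scales. As plain ratios, edgeR gave -21.79, -18.38 and -15.75. DESeq2 gave -11.76, -11.55 and -9.147, nearer the printed values. The plain group means give no value where 1 group has no reads, so this scale was not tested on the 3 genes. The unadjusted P-values of the 6 genes lay close to the paper's, at 0.00755 for FGF14 against the paper's 0.008, 0.0797 for LOC771141 against 0.08, 0.0287 for PDGFD against 0.03, 0.0220 for ERC2 against 0.02, 0.0215 for BRCC3 against 0.02 and 0.0612 for TRIM50 against 0.05.

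Both libraries with replicate number 1 lay apart from the other 6 on the first principal component, with a gap of 59.1% of the range. At equal depth the gap was 57.5%, so the depth of these libraries does not account for it. The paper states that the experiment was replicated with birds from different hatches. Hatch, sib family and laboratory batch are not given for the single birds, and none of these could be tested.

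A lower feed intake of heat-treated birds would lower lipogenesis genes and raise fatty acid oxidation and fasting genes. All 7 lipogenesis genes tested had a negative log2 fold-change, with a mean of -0.52, of which THRSP (-1.32, among the 93 genes past both thresholds, adjusted p = 0.700 from edgeR's quasi-likelihood test) and PNPLA3 (-1.22, also among them, adjusted p = 0.635) fell most. The list mean was lower in 3 of 4 pairs and did not pass the test (exact permutation test, two-sided, p = 0.0857, adjusted p = 0.300 over 7 lists). Of the 5 fatty acid oxidation and fasting genes, 4 rose, with a list mean of 0.27 that was higher in 2 of 4 pairs (exact permutation p = 0.286, adjusted p = 0.500). Neither change exceeded the spread between birds. With the replicate number as a block, the means were -0.58 and 0.28.

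Induction by heat would raise the heat shock proteins. Of the 10 genes tested from the list of heat shock proteins, 8 rose, with a mean log2 fold-change of 0.28. The list mean was higher in 3 of 4 pairs but within the spread between birds (exact permutation p = 0.371, adjusted p = 0.520). HSPH1 rose most, by 0.86 (standard error 0.258, adjusted p = 0.646) and in 4 of 4 pairs. Another 11 genes of the list, among them HSPA8 and HSP90AA1, were listed at 0. The mean of 9 endoplasmic reticulum chaperones was -0.09 (exact permutation p = 0.886, adjusted p = 0.886, higher in 2 of 4 pairs), without the rise that protein folding stress would give.

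Slower growth of heat-treated birds would lower cell cycle genes. Instead, 8 of 8 cell cycle genes tested had a positive log2 fold-change with TMM or upper-quartile normalization and 7 of 8 with library totals, and the mean was 0.55 with TMM. The list mean was higher in 4 of 4 pairs and in every heat-treated bird than in every control bird (exact permutation p = 0.0286, the smallest that 4 birds against 4 allow), and after adjustment over 7 lists its p was 0.200. A single list at the smallest p cannot get a lower adjusted p here, so this adjustment says nothing for or against the rise. CENPE rose most, by 1.15 (past both thresholds, standard error 0.342, adjusted p = 0.646). The rise is opposite to what slower growth would give. It was weaker with library totals, at 0.47, and no other explanation was tested.

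Albumin, the gene with the most reads, took 24.6 ± 1.94% of the reads on genes in control birds and 29.1 ± 1.77% in heat-treated birds (SD, n = 4 each). The share was higher in every heat-treated bird than in every control bird (exact permutation test, two-sided, p = 0.0286, the smallest possible, adjusted p = 0.200 over the 7 library measures compared). A single measure at the smallest p cannot get a lower adjusted p. No explanation was tested for this difference.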
